# Pretreatment of Mice with 830 nm Light Enhances Endurance During Acute Exercise

**DOI:** 10.3390/muscles4040048

**Published:** 2025-10-23

**Authors:** Nashwa Cheema, Namrata Ghag, Linh Pham, Emma Wise, Christiane Fuchs, Rox Anderson, Joshua Tam

**Keywords:** photobiomodulation, near-infrared light, low-level light therapy, mouse, skeletal muscle, exercise, fatigue, mitochondria

## Abstract

Light therapy has been shown to produce several beneficial physiological effects in a wide range of tissues. The musculoskeletal system can be irradiated with deeply penetrating wavelengths in near infrared (NIR) regions. Photobiomodulation therapy (PBMT) reduces pain and inflammation and enhances physical performance. However, the mechanism(s) of cellular responses to PBMT in muscle is not clearly understood. Therefore, the goal of this study is to improve our understanding of the mechanism(s) of action of PBMT effects in exercised and sedentary muscle. In sedentary mice, PBMT using a wavelength of 830 nm increased the gene expression for muscle tissue development, including cFos, which is critical for activating interstitial and satellite cells that repair muscle. Immunostaining for cFOS expression confirmed an increase in the number of activated cells in PBMT-treated muscle. We observed that PBMT-treated mice showed increased performance on the treadmill, reduced muscle fiber damage, and altered mitochondrial structure. RNA sequencing from fatigued TA tissue suggested that PBMT treatment increased the gene expression of tissue regeneration and remodeling, suggesting tissue adaptation and muscle repair after exercise with PBMT. In conclusion, our study suggests that the 830 nm wavelength may have altered the muscle by activating regenerative genes that protect the tissue from exercise-induced cellular stress.

## 1. Introduction

Photobiomodulation (PBM) broadly refers to physiologic changes caused by photochemical reactions induced by light absorption. The mechanism of PBM is mediated through chromophores present in the cells that absorb energy from light and become activated. PBM modulates the biological response of the cells through higher activity of the election transport chain via the chromophore cytochrome c oxidase (COX) in the mitochondria. COX absorbs light in the wavelengths of 600–900 nm and increases ATP levels within the cell [1]. The use of photobiomodulation therapy (PBMT) has become a common practice in sports medicine; it is used to reduce inflammation, muscular injuries, and fatigue and to prevent performance decline [2]. However, its biological mechanisms are not clearly understood.

PBMT treatment has been shown to enhance muscle regeneration and prevent fatigue in rodent models of exercise [3], muscle wasting [4], and muscle disuse [5]. In in vivo models, increased inflammation mainly contributes to the pathophysiology of muscle wasting. PBMT has been shown to decrease inflammation, improve anti-oxidant signaling, and prevent muscle deterioration. In isolated muscle cells, proliferation was increased, suggesting an effect on muscle stem cells [4]. The activation of satellite cells, i.e., specialized muscle stem cells, with PBMT has been previously observed in rodents with muscle disuse [5]. However, the effect of PBMT on specific pathways that activate muscle recovery during exercise is unknown.

Exercise consists of either resistance training to improve strength or training on the treadmill to improve physical endurance. In humans, the effect of PBMT has been observed to be beneficial for both training types [6]. Most studies in rodents have revealed similar PBMT effects to those seen in humans, although they have been focused on resistance training [7,8], with limited studies on physical endurance [9]. Hence, this study is focused on endurance performance in healthy mice to fully understand the impact of PBMT application on muscle.

## 2. Results

### 2.1. PBMT Treatment Can Induce Upregulation of Regenerative Genes and Differentiation in Sedentary Muscle

Since the mechanism of PBMT is still unclear, we performed RNA-Seq analysis to obtain a better understanding of the genes activated and regulated through PBMT. In addition, we wanted to assess whether PBMT has the ability to influence gene transcription in sedentary muscle tissue. 

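TA muscle from 6 sedentary PBMT-treated mice and 6 sedentary control mice was sequenced as a project separate from that of the fatigued mice. Tissue was taken 24 h after the 830 nm exposure (25 mW/cm2, 30 J/cm2, 20 min), and control mice were shaved and anesthetized without light. The authors deposited a whole-number count of reads for each gene and mouse, without normalization. The aligner, counting tool, strand setting and genome build behind these counts are named neither in the paper's text nor in the sample labels. Counts per mouse ranged from 43271093 to 46904076 in controls (median 45278300) and from 46327516 to 52775844 with PBMT (median 49421800). These totals were larger with PBMT (exact permutation test, two-sided p = 0.00433, n = 6 per group), and were scaled by the TMM method of edgeR. The paper states 60 M paired-end reads per sample, 30 M in each direction. Since the totals here exceed 30 M, they may count reads and not read pairs, which the paper's text and the labels leave open. Low-count genes were removed with the filterByExpr function of edgeR at its default minimum count of 10, which left 14177 of the 55487 genes listed. Each was tested with the two-sided quasi-likelihood test of edgeR, with Benjamini-Hochberg adjustment over all genes tested. Expression is given as CPM, the count of a gene scaled to the normalized total of its mouse. In counts simulated with the means and dispersions of these mice, the test recovered 59% of genes changed 1.5-fold, 83.5% of genes changed 2-fold and 95.5% of genes changed 4-fold. Between 2.55% and 5.65% of the genes it called in the simulations were false. A set number of genes was changed in each simulation, and recovery can be lower where fewer genes change.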

A heatmap representing the 100 most significant genes in regards to sedentary control and PBMT is shown (Figure 1A). 

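Of the 100 genes with the smallest edgeR p-value in sedentary muscle, 32 were higher and 68 lower with PBMT. In 37 of them the PBMT-treated and control mice did not overlap, although the genes were selected for their difference between the groups. The standard deviation of log2 CPM between mice had a median of 0.233 in controls and 0.271 with PBMT, and was larger with PBMT in 58 of the 100 genes. Over all genes tested, the distance of each mouse from the mean profile of its group was 0.312 ± 0.0784 (SD, n = 6) in controls and 0.292 ± 0.0282 (SD, n = 6) with PBMT. This difference of -0.0202 was within the spread between mice (exact permutation test, two-sided p = 0.784). Over the 100 genes alone the direction was the opposite, with a distance larger by 0.0596 in the PBMT-treated mice (exact permutation test, two-sided p = 0.0974). Control replicate 4 lay farthest from its group, at 0.470 against 0.259 to 0.297 in the other controls, and without it the difference over all genes was 0.0223.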

In both groups, the gene expression response is consistent across specific genes. 

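At an adjusted p-value under 0.05 in edgeR, 3 genes were higher with PBMT in sedentary muscle (Ccn1, Egr1 and Cited2) and 1 was lower (Nfil3). At an unadjusted p-value under 0.05, 472 genes were higher and 610 lower, 1082 in all, where 709 would be expected by chance. The groups did not overlap in 72 genes, 32 of them higher and 40 lower with PBMT. These were 0.508% of the genes tested, where chance gives 0.216% for 6 mice against 6. Both expected values take genes as independent, which they are not. Of 100 splits of the same mice, the real split included, 11 gave as many as 1082 genes and 6 gave as many as 72. Of the alternatives, the unadjusted p-value of DESeq2 moved the number of genes most, to 1388, and among adjusted p-values DESeq2 on the same filtered genes gave the most, with 24 higher and 38 lower. When each mouse was left out in turn, between 2 and 20 genes passed, with 20 in the absence of PBMT replicate 5 and 18 in the absence of control replicate 4. Ccn1 and Nfil3 passed in 12 of these 12 fits, Egr1 in 7 and Cited2 in 5.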

PBMT-treated TA muscle displayed ~586 upregulated and ~802 downregulated genes. The volcano plot represents the fold change with significance. 

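Ccn1, which encodes a secreted matrix protein, lies on chromosome 3 of GRCm38 from 145646976 to 145649981 (GENCODE M21). Its expression was 20.8 ± 1.65 CPM (SD, n = 6 mice) in sedentary controls and 45.7 ± 9.23 CPM (SD, n = 6) with PBMT. The log2 fold change was 1.14 (standard error 0.115, edgeR adjusted p = 3.84e-04). Egr1, a transcription factor gene on chromosome 18 from 34859823 to 34864984, rose from 2.28 ± 0.575 CPM (SD, n = 6) to 18.0 ± 10.6 CPM (SD, n = 6). For Egr1 the log2 fold change was 2.98 (standard error 0.383, edgeR adjusted p = 0.0139). Cited2, a transcriptional co-regulator gene, rose from 32.5 ± 3.70 CPM to 51.2 ± 7.16 CPM (SD, n = 6 each), by 0.66 on the log2 scale (standard error 0.0989, edgeR adjusted p = 0.0183). For each of these 3 genes, every PBMT-treated mouse lay above every control mouse (exact permutation test, two-sided p = 0.00216, the smallest p that 6 mice against 6 allow). Fos, on chromosome 12 from 85473890 to 85477273, was expressed at 4.84 ± 2.65 CPM (SD, n = 6) in controls and 19.3 ± 12.9 CPM (SD, n = 6) with PBMT. Its log2 fold change of 2.00 (standard error 0.548) did not pass the adjustment over all genes (edgeR adjusted p = 0.349). For Fos, 4 of the 6 PBMT-treated mice lay above the highest control (exact permutation test, two-sided p = 0.0152). Its log2 fold change stayed between 1.67 and 2.20 when each mouse was left out in turn.

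**Figure D1:**
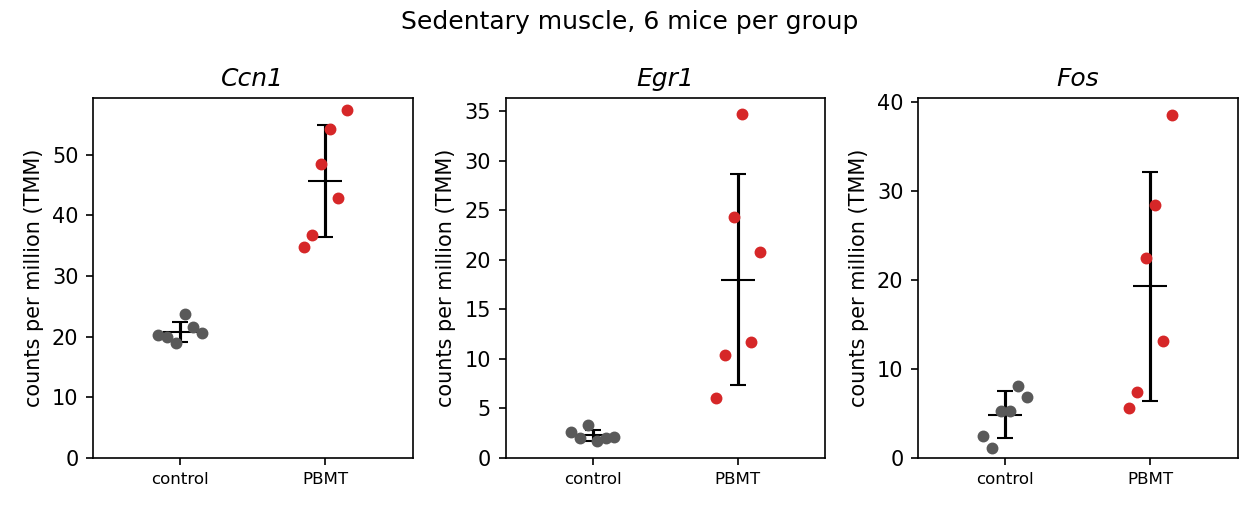
Expression of Ccn1, Egr1 and Fos in CPM (TMM-normalized) in TA muscle of 6 sedentary control and 6 sedentary PBMT-treated mice, each point a mouse and each bar the mean ± SD. The groups do not overlap for Ccn1 and Egr1, and 4 of 6 PBMT-treated mice lie above the highest control for Fos.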

Several genes involved in tissue development are of interest, e.g., *CCN1, Egr1,* and *Fos* expression, which play key roles in tendon and muscle regeneration [10,11,12] (Figure 1A,B). One gene of interest that was downregulated was *Nfil3*, also known as *E4BP4*, with roles in regulating the circadian rhythm, immune system, and metabolism [13,14]. 

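Nfil3 lies on chromosome 13 from 52967209 to 52981073 and encodes a transcriptional repressor. In sedentary muscle it was expressed at 32.3 ± 3.68 CPM (SD, n = 6) in controls and 16.6 ± 2.90 CPM (SD, n = 6) with PBMT. It fell by 0.96 on the log2 scale (standard error 0.109, edgeR adjusted p = 9.25e-04), and 6 of 6 PBMT-treated mice lay below the lowest control. Among the other clock genes given here, none passed the adjustment in edgeR. Nr1d1 was higher by 0.44 on the log2 scale with an edgeR adjusted p of 0.0562, and 6 of 6 PBMT-treated mice lay above the highest control. DESeq2 called Nr1d1 (adjusted p = 1.81e-04), and its adjusted p over all alternatives ran from 1.71e-04 to 0.482. With edgeR, Clock was higher by 0.35 (adjusted p = 0.349), Npas2 by 1.32 (adjusted p = 0.464), and Per1 fell by 0.53 (adjusted p = 0.351). Of the 5 tested clock genes that peak with Bmal1, Nfil3 among them, 3 were higher. Of the 11 that peak opposite to Bmal1, 8 were lower. Neither set of genes passed the gene list test of limma (camera, adjusted p = 0.339 and 0.292), and the time of day at which each mouse was killed is not in the deposited labels.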

In the gene enrichment analysis, the greatest number of upregulated genes, ~40, were involved in muscle tissue development and organ growth (Figure 1C). 

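Gene Ontology terms were not used here, and a list of 55 muscle development genes written from general knowledge was tested in their place. Organ growth was not analysed here. In sedentary muscle 38 of the 55 genes were higher with PBMT and 17 lower, with a median log2 fold change of 0.10. Against all other genes, camera with a preset correlation of 0.01 placed the list higher (adjusted p = 2.17e-04 over all lists and both comparisons). The adjusted p was 0.0991 with the fry test of limma and 0.236 with the correlation estimated from the data, and none of the 7 lists that camera called in sedentary muscle held under either. Both Egr1 and Cited2 are on the list (2 of the 3 genes called higher, one-sided Fisher exact test, p = 4.42e-05). At an unadjusted edgeR p-value under 0.05, 9 genes of the list were higher, where 1.83 would be expected (one-sided Fisher exact test, p = 7.58e-05). Random lists matched on transcript length and expression held a median of 2 such genes (one-sided permutation p = 5e-04 from 10000 lists). Adjusted over the list alone, 4 genes were higher, namely Egr1, Cited2, Heyl and Fos, against 2 when adjusted over all genes tested. Since Egr1, Fos and Cited2 appear in the paper's text or figures, the test of this list is not independent of the paper's own results on these mice.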

Most of the upregulated genes were involved in molecular processes regulating transcriptional activity (Figure 1D).

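Molecular function terms were likewise replaced by a set of genes whose names place them in transcription factor families, such as Klf, Sox, Fox and Egr. Of the 601 such genes tested in sedentary muscle, 423 were higher with PBMT and 178 lower, and their median log2 fold change was 0.08. The camera test placed the set higher (adjusted p = 3.37e-04), but not with the correlation estimated (adjusted p = 0.409) or with fry (adjusted p = 0.383). Among the 472 genes higher at an unadjusted edgeR p-value, 53 belonged to these families, where 20.0 would be expected (one-sided Fisher exact test, p = 7.73e-11). Log2 fold changes rose with transcript length across genes (Spearman rho 0.375, genes not being independent replicates). Random sets matched on transcript length and expression held a median of 23 such genes, and none of 10000 held as many as 53 (one-sided permutation p = 1e-04, the smallest that these sets can give). Only Egr1 among the genes of these families was called higher at the adjusted threshold. From its enrichment of the upregulated genes (Figure 1C,D), the paper states that the response of sedentary muscle to PBMT involves muscle tissue development and the regulation of transcription.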

Muscle regeneration is triggered by satellite and supporting cells present in the tissue. Normally, satellite cells remain in a quiescent state and reside beneath the basal lamina of the muscle fiber. Interstitial cells play a role in supporting satellite cell function [15] and reside close to the muscle fiber, are above the basal lamina, and are surrounded by their own laminin border (Figure 2A,B). Upon encountering external stimuli, they activate and induce *Fos* [16], a gene that is triggered early and is involved in the muscle differentiation process to express cFos protein [17]. To validate the transcriptomic results, immunofluorescence analysis of cFOS and laminin in TA muscle was performed to assess whether cFOS expression occurred in myofiber or other cell types. The number of cFos+ cells in cross sections of the TA muscle of sedentary and PBMT-treated tissue was significantly increased in cells surrounding the myofiber. PBMT-treated muscle showed a 2.8-fold increase in the number of cFos+ cells, i.e., 4.3 ± 2, whereas sedentary muscle exhibited 1.4 ± 0.4 cFos+ cells (Figure 2C).

### 2.2. PBMT Treatment Enhances Endurance Performance

Next, we wanted to investigate the effect of PBMT on exercised muscle to measure its influence on muscle performance. The experimental timeline and PBMT device is represented in Figure 3A,B. Animals were tested for time to exhaustion on the treadmill at three post-PBMT time points: immediately (0 h), 3 h, and 24 h after recovery from anesthesia. At 24 h post-PBMT, the controls ran for 33 ± 25 min, whereas the PBMT-treated individuals ran for 62 ± 25 min, with a significant 2-fold increase in performance (Figure 3B,C). At 24 h post-PBMT treatment, the treated mice ran significantly greater distances (Figure 3D). At 24 h post PBMT, the blood lactate levels were not significantly elevated (Figure 3E); however, mice exhibited varying run durations, and there was a trend of lactate decline with an increasing run time (Figure 3F,G). The run times were categorized as <20 min, 20–40 min, and >40 min. All exercised mice showed a significant increase in blood lactate when compared to that of sedentary mice, and the controls displayed increasing lactate levels with longer run times. There was no difference between the exercised controls and PBMT individuals in regards to blood lactate. (Figure 3H). There was no difference in core body temperature, body weight, or grip strength between the groups (Figure A1).

### 2.3. PBMT Treatment Upregulated Developmental Genes and Attenuated Injury in Fatigued Muscle

The significant effects of 830 nm infrared light on muscle performance prompted us to again assess the effects of PBMT on the molecular level. Thus, 24 h post-PBMT treatment and control mice were euthanized after running on the treadmill; the left TA muscle was dissected for RNA sequencing, and the contralateral limb’s TA and soleus were dissected for microscopy. 

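The left TA of 6 fatigued PBMT-treated and 6 fatigued control mice was sequenced as a project of its own, with the same library preparation and in the same unit as for the sedentary mice. Counts per mouse ranged from 56792327 to 68726155 in controls (median 61892200) and from 53122528 to 68566029 with PBMT (median 60228900). The totals of the groups differed by less than the spread between mice (exact permutation test, two-sided p = 0.348, n = 6 per group). Normalization, filter and test were those used for sedentary muscle, and 14574 genes were tested. Counts were again simulated from the means and dispersions of the mice. In them the test recovered 45.5% of genes changed 1.5-fold, 73% of genes changed 2-fold and 94.5% of genes changed 4-fold. Of the simulated calls, 4.21% to 5.81% were false. A set number of genes was changed in each simulation, and recovery can be lower where fewer genes change. In the measured counts 230 genes had an unadjusted edgeR p under 0.05, where 729 would be expected by chance. Recovery in these mice may therefore be lower than simulated. Each comparison was fitted within its project, so that differences between the projects do not enter the comparison of PBMT with control. Run times of single mice are not in the deposited labels.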

A heatmap representing the 100 most significant genes in control and PBMT-treated mice is shown (Figure 4A). In controls, the gene expression response is consistent across specific genes; however, there is a larger variability with PBMT treatment. 

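Over all genes tested in fatigued muscle, the distance of each mouse from the mean profile of its group was 0.335 ± 0.0292 (SD, n = 6) in controls and 0.364 ± 0.0688 (SD, n = 6) with PBMT. The difference of 0.0290 was within the spread between mice (exact permutation test, two-sided p = 0.422) and rests on PBMT replicate 5, at 0.490 against 0.301 to 0.394 in the other PBMT-treated mice. Without that mouse the difference was -0.00339. Over the 100 genes with the smallest edgeR p-value, 71 of them higher and 29 lower with PBMT, the distance was 0.287 ± 0.0171 (SD, n = 6) in controls and 0.341 ± 0.0236 (SD, n = 6) with PBMT. Here the difference of 0.0544 passed the test (exact permutation test, two-sided p = 0.00216, the smallest p that 6 mice against 6 allow), on genes selected for the contrast between these same mice. Of 100 splits of the same mice, each with its own 100 genes, 43 gave a difference as large. In 62 of the 100 genes the standard deviation between mice was larger with PBMT. A subset of genes set 1 mouse apart from its group, by the ratio of Dixon above 0.625, which chance exceeds in about 1 in 20 groups. Among the PBMT-treated mice 1 mouse lay far above the others in 4 of the 100 genes and far below in 7, and among controls in 2 and 3 genes. No mouse was the high one in more than 2 of these genes.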

A subset of genes is upregulated in specific mice, with no apparent trend. This may be due to the large variability in run times for mice, both in the control and PBMT groups. A total of 156 genes were downregulated, and 302 genes were upregulated with PBMT treatment. 

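No gene passed an adjusted p-value under 0.05 in fatigued muscle with edgeR (0 higher and 0 lower, smallest adjusted p = 0.9998). With the replicate number added to the model as a block, edgeR called 1 gene, Trp63. Whether a replicate number marks a shared session is not known. At an unadjusted p-value under 0.05, 157 genes were higher and 73 lower with PBMT, 230 in all, where 729 would be expected by chance. Control and PBMT-treated mice did not overlap in 5 genes, or 0.0343% of those tested, which is less than the share that chance gives. The unadjusted p-value of DESeq2 moved the number of genes most, to 458, and its adjusted p-value gave 2 genes, both higher with PBMT.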

Genes in the top right quadrant of the volcano plot (Figure 4B) are upregulated, with the highest fold change and the greatest significance. The expression of two genes of interest, Trp63 and Dusp2, is increased in the PBMT-treated mice that ran longer. 

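Trp63, a transcription factor gene on chromosome 16 from 25683763 to 25892102, had the smallest p-value of the fatigued comparison. Its expression was 6.90 ± 1.32 CPM (SD, n = 6) in controls and 12.8 ± 2.85 CPM (SD, n = 6) with PBMT. The log2 fold change was 0.89 (standard error 0.164), with an unadjusted edgeR p of 8.83e-05 and an adjusted p of 0.9998. Dusp2, a phosphatase gene on chromosome 2 from 127336159 to 127338376, was next, with 0.993 ± 0.290 CPM (SD, n = 6) in controls and 1.92 ± 0.344 CPM (SD, n = 6) with PBMT. Its log2 fold change was 0.96 (standard error 0.206), with an unadjusted edgeR p of 3.46e-04 and the same adjusted p as Trp63. For both genes, 5 of 6 PBMT-treated mice lay above the highest control (exact permutation test, two-sided p = 0.00433). DESeq2 called both, with an adjusted p of 0.00352 for Trp63 and 0.0387 for Dusp2, and the adjusted p over all alternatives ran from 0.00190 to 1.00 for Trp63 and from 0.0387 to 1.00 for Dusp2. Whether the mice with the highest expression ran longest was not analysed here.

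**Figure D2:**
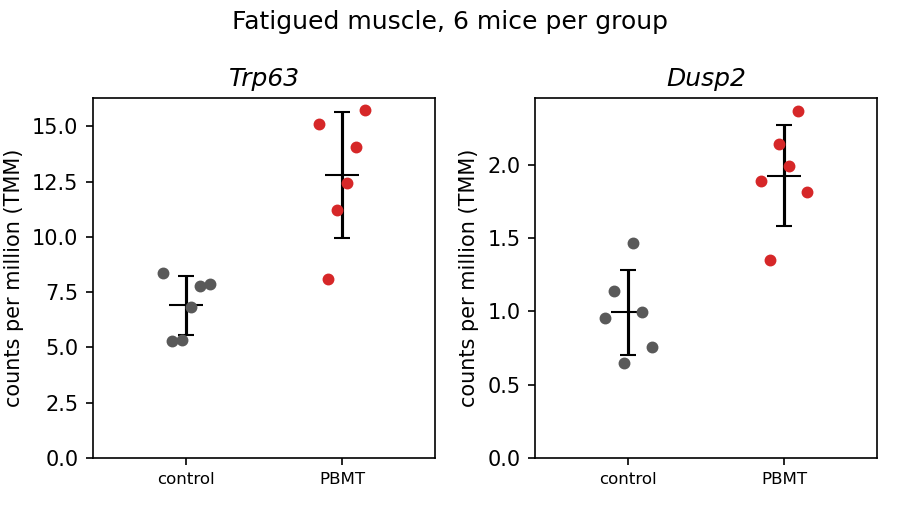
Expression of Trp63 and Dusp2 in CPM (TMM-normalized) in TA muscle of 6 fatigued control and 6 fatigued PBMT-treated mice, each point a mouse and each bar the mean ± SD. For both genes 5 of 6 PBMT-treated mice lie above the highest control.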

Dusp2 plays a strong role in skeletal muscle adaptation to acute exercise [18], and Trp63 is involved in epithelial development and limb formation [19]. In the gene enrichment analysis, genes were clustered into biological processes (Figure 4C). 

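A list of 48 osteoblast and skeletal development genes stood in for the ontology terms, and 40 of them were tested in fatigued muscle. With PBMT 31 were higher and 9 lower, with a median log2 fold change of 0.19. The camera test placed the list higher (adjusted p = 5.96e-04), but fry (adjusted p = 0.607) and camera with an estimated correlation (adjusted p = 0.409) did not. None of the 8 lists that camera called in fatigued muscle held under either. At an unadjusted edgeR p-value under 0.05, 5 genes of the list were higher, Runx1 and Smad3 among them, where 0.431 would be expected (one-sided Fisher exact test, p = 6.61e-05). Runx1 had the smallest p of these, with 4.49 ± 1.43 CPM (SD, n = 6) in controls and 7.83 ± 2.11 CPM (SD, n = 6) with PBMT, although PBMT replicate 2 lay far below the other PBMT-treated mice. Adjusted over the list alone, 0 genes passed. Since Runx1, Smad3 and Sox9 appear in the paper's text or figures, the test of the osteoblast list is not independent of the paper's own results on these mice. Of the 48 genes, 21 had their highest expression in PBMT replicate 5, where 4 would be expected for 1 mouse of 12. Leaving out each mouse in turn kept the camera adjusted p between 6.26e-06 and 0.0258, the highest without that mouse.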

The most significant upregulation occurred in osteoblast development, indicative of increased muscle and bone crosstalk with PBMT. The greatest number of genes (~15) were involved in connective tissue and muscle tissue development, suggesting tissue adaptation and muscle repair after exercise with PBMT. 

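The muscle development list had 37 of 54 genes higher in fatigued muscle, with a median log2 fold change of 0.05. The camera test placed it higher (adjusted p = 0.0191). This call was lost in 5 of the 12 fits that each left out 1 mouse, and its adjusted p then ran from 0.00304 to 0.210, the highest without control replicate 5. At an unadjusted edgeR p-value under 0.05, Hdac4 and Smad3 were higher among the muscle development genes, where 0.582 would be expected (one-sided Fisher exact test, p = 0.115). With unadjusted DESeq2 p-values, a setting chosen after the data were seen, 5 genes of the list were higher, where 0.760 would be expected (one-sided Fisher exact test, p = 9.48e-04). Smad3 and Sox9 are on this list and in the paper's text, so its test is not independent of the paper's results on these mice. For connective tissue, 10 of the 10 tendon and cartilage genes tested were higher, with a median log2 fold change of 0.20. That list did not pass (camera adjusted p = 0.252). Markers of interstitial mesenchymal cells were higher in 10 of 13 genes, with a camera adjusted p of 0.292. From the enrichment of such genes (Figure 4C), the paper proposes that the tissue adapts and the muscle repairs after exercise with PBMT.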

To assess muscle damage due to exercise, we stained TA tissue with dystrophin, a protein associated with the structural integrity of the muscle fiber membrane during contraction (Figure 4D). In controls that underwent fatigue, the dystrophin is disorganized or aggregated, whereas with PBMT treatment, muscle fiber structure was retained (Figure 4D,E), and the number of dystrophin aggregates was reduced with PBMT treatment (Figure 4F).

At the organelle level, we observed altered mitochondrial morphology in control versus PBMT fatigued TA and soleus muscle. In both muscle groups, controls displayed fewer electron-dense mitochondria than did PBMT individuals (Figure 5A). At higher magnification, controls exhibited a higher proportion of mitochondria that were swollen and displayed disrupted membranes (Figure 5B). Total mitochondria and abnormal mitochondrial morphology were quantified from TEM micrographs. Mitochondrial content was higher and less damaged, i.e., 20% in PBMT fatigued TA, whereas in controls, 45% of the total mitochondria appeared damaged (Figure 5C,D). Mitochondrial morphology was protected ~2.2 fold with PBMT, suggesting efficient energy metabolism and recovery from exercise-induced damage.

## 3. Discussion

Our study suggests that 830 nm PBMT pre-treatment can significantly improve endurance performance on a treadmill, possibly through the activation of cells involved in muscle repair. To our knowledge, this is the only in vivo study in healthy mice focused on treadmill-induced fatigue.

Skeletal muscle can adapt rapidly to acute exercise [18], and under high intensity, muscle is damaged due to mechanical, metabolic, and cellular stress. Depending on the level of exercise intensity, fiber structure can become damaged, contributing to pain and soreness [20], and the mitochondria becomes damaged and dysfunctional [21]. In this study, PBMT enhanced treadmill performance 2-fold, and fatigued muscle showed a ~5-fold reduction in dystrophin aggregates and a ~2-fold decline in damaged mitochondria. The increase in performance and mitigation of injury from intense exercise suggests that PBMT increased the regenerative potential of the tissue. In the literature, the application of PBMT is shown to reduce pain after an intense exercise session and to lower the amount of muscle damage molecules in the blood [22]. Similarly, studies have reported the reduction of inflammation in injured areas with the use of PBMT, resulting in improved muscle phenotypes [23].

In uninjured healthy muscles, satellite cells are in a quiescent state with the suppression of cell division. In situations of trauma or injury to the muscle, cells escape the quiescent signaling and begin to proliferate when activated. Interstitial cells play a role in supporting satellite cell differentiation, proliferation, and function. They provide myogenic factors to the satellite cells and are essential for tissue regeneration [15]. cFos is a transcription factor belonging to the activator protein AP-1 family, whose members regulate cell growth, proliferation, and differentiation [24]. One of the earliest events in muscle repair is the expression of *Fos* in satellite activation [25] and its supporting cells [16]. *Fos* expression is necessary for satellite cells to escape quiescence, proliferate, and subsequently activate the regenerative response of muscle. AP-1 associated factors, e.g., early growth response Egrl/2, are also expressed in activated satellite cells [25]. In this study, we see the expression of cFOS in cells surrounding the myofiber, suggesting an increase in the treated muscles’ potential for repair through interstitial and/or satellite cells. The exact cell type displaying cFos expression should be identified through specific cell markers in future studies. PBMT has been shown to activate and proliferate muscle satellite cells in in vivo [5] and in vitro studies [26] of muscle atrophy. Previous literature and our study elucidate the potential impact of photobiomodulation on satellite cells in skeletal muscle.

In our RNA-Seq results, the most significant biological processes upregulated with PBMT were genes involved in muscle and bone signaling. Both skeletal muscle and bone share mesodermal origins and exhibit similar transcriptional signaling programs [27]. During muscle regeneration, genes involved in osteogenesis are activated and may play a role in extracellular matrix remodeling, muscle regeneration, and development. We detected the most significant upregulation in osteoblast development genes, suggesting an increase in muscle regeneration. Several of the enriched pathways are broad (e.g., connective tissue development, skeletal muscle, and organ morphogenesis). These findings are exploratory and require future validation regarding their biological importance in skeletal muscle. Several transcription factors, i.e., Trp63, Sox9, and Smad3, were upregulated with PBMT. These transcription factors play an important role in organ development and regeneration. 

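In fatigued muscle, Trp63 had a log2 fold change between 0.82 and 0.99 when each mouse was left out in turn. Sox9 (chromosome 11, 112782224 to 112787760) was expressed at 4.03 ± 2.19 CPM (SD, n = 6) in controls and 6.05 ± 2.45 CPM (SD, n = 6) with PBMT. Its log2 fold change was 0.59 (standard error 0.326), which is within the spread between mice (exact permutation test, two-sided p = 0.0996). Smad3 (chromosome 9, 63646767 to 63757994) was expressed at 146 ± 21.5 CPM (SD, n = 6) in controls and 170 ± 17.7 CPM (SD, n = 6) with PBMT. It was higher by 0.22 on the log2 scale (standard error 0.0956), with 6 of 6 PBMT-treated mice above the control mean and 3 above the highest control (exact permutation test, two-sided p = 0.0584). For Sox9 and Smad3 the adjusted p in edgeR was 0.9998.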

A homolog of p53, Trp63 is upregulated upon cellular stress and is a transcriptional activator of pathways regulating muscle growth [28]. Sox9, categorized to the biological process of muscle tissue development, affects the development of a variety of tissue, e.g., bone, heart, and lung [29,30]. Smad3 is also involved in regulating gene activity and cell proliferation. An increase in Smad3 signaling results in satellite cell activation and muscle growth and differentiation [31]. These transcription factors, along with several others, suggest that PBMT activated genes involved in tissue regeneration in fatigued muscle.

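The 2 comparisons, which share no mice, were set beside each other over the 14021 genes tested in both. With an adjusted edgeR p-value under 0.05 in each, 0 genes were shared. With an unadjusted p-value under 0.05 in each, 25 genes were shared, where 16.0 would be expected (one-sided Fisher exact test, p = 0.0178). Of these, 11 changed in the same direction, all of them higher with PBMT: Bhlhe40, Edn1, St3gal1, Pim1, Nhs, Leng8, Slc24a3, Zhx2, Atxn2l, Tet2 and Rad52. The other 14 changed in opposite directions. With the unadjusted p-values of DESeq2, 34 genes were shared and 15 of them changed in the same direction. Across all genes the log2 fold changes of sedentary and fatigued muscle had a Spearman rho of -0.0448, genes not being independent replicates. A test of the difference between the PBMT effects in fatigued and sedentary muscle, fitted to all 24 mice, called 1 gene, Nfil3. Its log2 fold change was larger in fatigued muscle by 1.11 (standard error 0.161, edgeR adjusted p = 0.00370). With trends on transcript length and GC content removed, an alternative chosen after the data were seen, the adjusted p for Nfil3 was 0.119. That was the highest over its alternatives, the lowest being 2.46e-06.

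**Figure D3:**
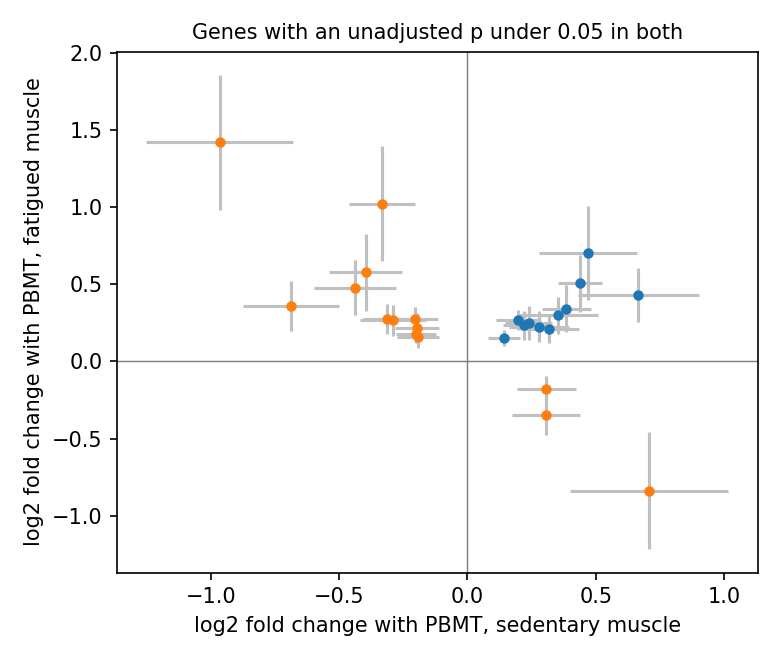
Log2 fold change with PBMT (bars, ± standard error) in sedentary and in fatigued muscle for the 25 genes with an unadjusted edgeR p-value under 0.05 in both. The 11 genes that changed in the same direction are all higher with PBMT, and 14 changed in opposite directions.

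**Figure D4:**
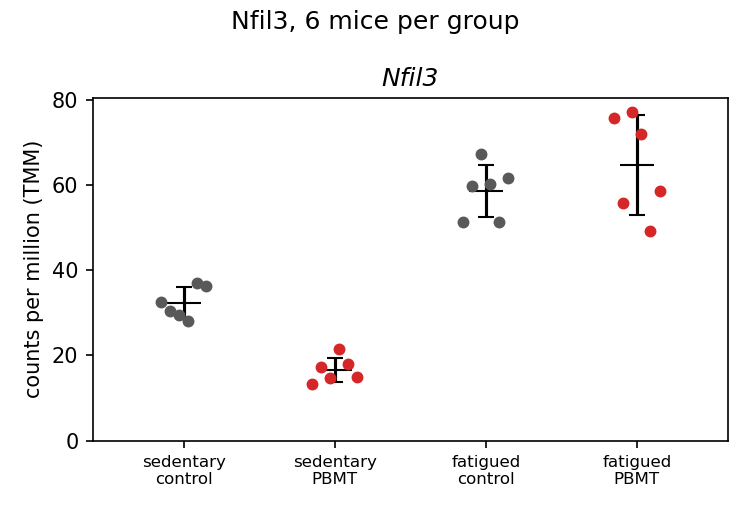
Expression of Nfil3 in CPM in 6 mice of each of the 4 groups, each point a mouse and each bar the mean ± SD. Counts were TMM-normalized within each project, so levels compare within sedentary and within fatigued muscle, and the groups do not overlap in sedentary muscle only.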

The expression of approximately 69 genes was similar between PBMT-treated sedentary and exercised muscles. Of particular interest were genes involved in satellite cell activation, (e.g., BMAL1, Smad3, and Dusp4) that were significantly upregulated. 

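Bmal1 (chromosome 7, 113207465 to 113314126) was higher with PBMT by 0.54 on the log2 scale in sedentary muscle (standard error 0.116, edgeR adjusted p = 0.144), where 6 of 6 PBMT-treated mice lay above the highest control. In sedentary muscle DESeq2 called it (adjusted p = 0.00703), and its adjusted p over all alternatives ran from 0.00703 to 0.595. In fatigued muscle Bmal1 was higher by 0.44 (standard error 0.218), which is within the spread between mice (exact permutation test, two-sided p = 0.0866). Smad3 fell by 0.20 in sedentary muscle (standard error 0.0850, exact permutation test, two-sided p = 0.0671), where PBMT replicate 3 lay above the other PBMT-treated mice. The PBMT effect on Smad3 was larger by 0.42 in fatigued than in sedentary muscle, with an adjusted p of 0.946 for that difference. Dusp4 (chromosome 8, 34807297 to 34819894) was higher by 0.62 in sedentary muscle (standard error 0.179), with 5 of 6 PBMT-treated mice above the highest control (exact permutation test, two-sided p = 0.0108) and an edgeR adjusted p of 0.349. In fatigued muscle its log2 fold change was 0.37 (standard error 0.190, exact permutation test, two-sided p = 0.171). Neither Smad3 nor Dusp4 was among the genes changed in the same direction in both comparisons at an unadjusted p-value.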

BMAL1 is essential for muscle satellite cell proliferation, differentiation, and repair [32]. Smad3 is involved in satellite cell activation [31], and Dusp4 modulates proliferation [33]. Although not significant, cFos expression was increased by 40% in PBMT exercised muscles. 

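Fos RNA in fatigued muscle was 20.6 ± 17.2 CPM (SD, n = 6) in controls and 28.3 ± 28.6 CPM (SD, n = 6) with PBMT. The rise of 37.9% (log2 fold change 0.46, standard error 0.672) was smaller than the spread between mice (exact permutation test, two-sided p = 0.632). Only 2 of the 6 PBMT-treated mice lay above the control mean. Leaving out PBMT replicate 3 reversed the direction, to a log2 fold change of -0.25, and leaving out control replicate 6 raised it to 1.00.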

The genetic response to PBMT in sedentary and exercised muscle suggest that PBMT treatment triggered muscle repair pathways. Similarly, in 2020, Macedo et al. conducted a study in rats that underwent chronic resistance training and observed that photobiomodulation, when applied prior to the training sessions, increased muscle performance and upregulated genes involved in muscle growth and energy metabolism [7,8].

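Fos ranged from 5.59 to 38.6 CPM among the 6 sedentary PBMT-treated mice and from 1.07 to 8.11 CPM among the 6 sedentary controls. On the log2 scale its standard deviation was 1.10 with PBMT and 1.09 in controls, so that relative to its level Fos varied about as much in either group. Egr1 ranged from 6.07 to 34.7 CPM and Ccn1 from 34.8 to 57.4 CPM in the same PBMT-treated mice.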

The variations we observe via transcriptomic analysis (e.g., cFos) in sedentary PBMT mice could be due to several factors. The limb placement under the LED could vary, as well as the amount of hair removed from the limbs and the amount of melanin in the epidermis, hindering light penetration or the endogenous levels of chromophore. This would inherently cause individual variability, as seen in the treadmill performance and subsequent transcriptomics of fatigued muscle of the PBMT groups. Although core body temperature was kept constant between the controls and PBMT group, a sham light or heat-only control was not used. Other limitations of this study should be considered, such as the small number of samples, the focus on fast-twitch muscles, and the sex and age of the mice. In our study, one dose of PBMT pre-exercise was performed to evaluate its biological effects. PBMT response may vary, depending on the wavelength, frequency, and whether the therapy was performed pre- or post-exercise, and these effects should be explored further considering the limitations discussed above.

In conclusion, our study suggests that 830 nm PBMT activated regenerative genes and may have potentially targeted cells involved in muscle repair, rejuvenating the tissue. This resulted in enhanced performance and reduced cellular stress and damage that occurs in acute exercise. Future work is required to establish a mechanistic link between PBMT and the biological mechanisms regulating muscle recovery and repair.

## 4. Methods

### 4.1. Animals

All in vivo experiments were performed on C57BL/6J (Strain #000664). male mice, 5–7 weeks of age, purchase from Jackson laboratory, Bar Harbor, ME, USA. All mice were maintained under a 12 h light and dark cycle and had access to water and food ad libitum. All husbandry and experimental procedures were performed in accordance with the Public Health Service Policy on Humane Care and Use of Laboratory Animals and with approval from the Institutional Animal Care and Use Committee of Massachusetts General Hospital.

### 4.2. PBMT Procedure

Prior to the procedure, the mice were anesthetized, and hair from the lower limbs was shaved, followed by application of a depilatory cream (Nair) for ~20 s, after which the cream was thoroughly removed with water-soaked gauze pads. For the PBMT, we used Omnilux Plus LED panels (Omnilux Medical, Napa, CA, USA) with 830 nm LEDs at an irradiance of 25 mW/cm^2^ and a fluence of 30 J/cm^2^ with an exposure time of 20 min. The control mice underwent similar treatment as that used for the PBMT group. The lower limbs were shaved, and the mice were kept under anesthesia for 20 min to account for the anesthesia time for the PBMT groups. During PBMT, the head/eyes were not covered. The head was placed near the edge of the LED panel, where power output is minimal. Maximum light was delivered at the center of the LED panel where the shaved legs were positioned. Additionally, the remaining body of the mouse, including the head/neck area, was covered with the mouse’s black hair, which effectively stopped light from penetrating into the tissue (Figure A1E). The specification of the LED source is listed in Table 1.

Core body temperature was monitored during the treatment for both control and PBMT-treated mice via a rectal temperature probe and digital meter, and a small fan was applied when needed to counteract any heating from the irradiation so that body temperature was maintained at 34 ± 2 °C. Control mice were kept under anesthesia for the same duration (20 min), without irradiation. All mice were allowed to recover from anesthesia for ~20 min before beginning the treadmill test

All mice, control and treated, were weighed immediately after the PBMT treatment to monitor any changes in weight. Grip strength was also measured, as described in Treat NMD protocol SMA_M.2.1.002 [34]. Briefly, the mice were held by the base of the tail and gently lowered onto the grip meter (Columbus Instruments, Columbus, OH, USA) to allow the forepaws to grab the metal grip bar. The mice were gently pulled away from the grip bar by the tail, and the grip reading was recorded when the mouse could no longer grasp the bar. The procedure was repeated three times per mouse, with a 30 s rest period between each measurement. The mean of the readings was used to calculate absolute grip force.

### 4.3. Exercise Protocol

The mice were acclimatized to the treadmill for 3 days. Briefly, they were placed on an unmoving treadmill (Maze Engineers, Skokie, IL, USA) for 1–3 min and then allowed to run at a speed of 10 m/min. To test endurance performance, a treadmill fatigue test was performed after the acclimation period and 0, 3, and 24 h post-PBMT. All PBMT groups comprised different mice to avoid confounding effects from previous treadmill exercise.

The exercise protocols are listed in Table 2.

Briefly, the angle of the treadmill was adjusted to a 15° incline. The mice were placed on an unmoving treadmill. The treadmill speed was increased by 2 m/min at specific times, as indicated in Table 2, for a maximum run time of 120 min. An electric grid shocker at the end of the treadmill was set at a manufacturer-recommended range of 0.8–1.5 mA. Exhaustion was defined as the point at which the mouse spends more than 10 s on the electric grid shocker without attempting to resume running when nudged or stays within the bottom area of the treadmill lane (the fatigue zone) for longer than 10 s. The time until exhaustion was noted for all animals. The mice were euthanized immediately. In each treadmill fatigue test, 1–2 control mice were present on the five-lane treadmill to minimize potential confounding effects from variations between separate treadmill testing sessions.

### 4.4. Blood Lactate

After removal of the mice from the treadmill, they were physically restrained, and the tail vein was nicked to collect a small drop of blood to measure lactate levels using a Lactate Plus Meter (Nova Biomedical, Waltham, MA, USA). After collection, the bleeding was stopped by applying gentle pressure.

### 4.5. Tissue Collection

The mice were euthanized by 5% isoflurane overdose, followed by cervical dislocation. Left limb tibialis anterior (TA) tissue was collected for RNA extraction and was stored in Allprotect reagent at −80 °C. Right limb TA and soleus tissue was collected for histology and electron microscopy. Briefly, muscle was cut at the mid-belly and placed in a cryomold with O.C.T. and frozen in cold isopentane [35]. Tissue blocks were kept at −80 °C until use. For electron microscopy, muscle tissue was kept in fixative buffer overnight and stored in wash buffer at room temperature until further processing, as detailed below. Tissue dissection was performed 24 h post-PBMT treatment and without PBMT for the controls for sedentary and fatigued mice. For fatigued mice, tissue was isolated as soon as the mice completed the treadmill fatigue test.

### 4.6. Transcriptomics

Whole transcriptomic mRNA sequencing of TA muscle was performed by Admera Health (Admera Health, Plainfield, NJ, USA) for six fatigued controls compared to six fatigued PBMT-treated mice (Project ID: 23263-01-JH mouse) and six sedentary controls compared to six sedentary PBMT-treated mice (Project ID: 23263-02-JH mouse). TA tissue was shipped on dry ice to Admera Health, who processed the samples and performed mRNA extraction, sequencing, and analysis. Total RNA was quantified by Qubit RNA HS Assay (ThermoFisher, Waltham, MA, USA), and RNA integrity was determined using a Bioanalyzer 2100 Eukaryote Total RNA Nano (Agilent Technologies, Santa Clara, CA, USA), with RNA integrity numbers (RINs) of ≥7.7. cDNA libraries were created from the samples using RNA Library Prep Kit for Illumina (New England BioLabs Inc., Ipswich, MA, USA) and sequenced using NovaSeq (Illumina, San Diego, CA, USA). The sample read length configuration was 150 PE for 60 M paired-end reads per sample (30 M in each direction).

### 4.7. Histology

Tissue blocks were cut at 10 µm on the cryostat, and slides were kept at −80 °C until use. Slides were thawed and fixed in formalin, followed by antigen retrieval using 1X sodium citrate buffer (Protein Tech, Rosemont, IL, USA, Cat #PR30001). Samples were then blocked in 2% BSA (Thermofisher, Waltham, MA, USA, Cat #37525) with Mouse on mouse-blocking reagent (Vector Labs, Newark, CA, USA, Cat #MKB-2213-1) for 1 h. For cFos staining, samples were incubated with cFos E8 mouse monoclonal IgG1 (1:100, Santa Cruz Biotechnology, Cat# sc-166940) and Laminin polyclonal Dylight 550 primary Ab (1:200, Invitrogen Cat# PA5-22903) overnight at 4 °C and stained with goat anti-mouse IgG1 AF 488 secondary Ab (1:200, Invitrogen Cat # A21121) the next day. All the antibodies were diluted in 10% goat serum (Abcam, Waltham, MA, USA, Cat #AB7481) and 2% BSA in PBS. After staining, the samples were mounted using Prolong Gold Antifade Mountant with DAPI (Invitrogen, Carlsbad, CA, USA, Cat #P36962) and imaged on a Nanozoomer Digital Pathology scanner. For dystrophin staining, slides were thawed, fixed in acetone, and incubated with blocking solution, followed by overnight staining with Dystrophin monoclonal primary Ab, MANDRA 8B11 (1:100, DSHB Cat# 8B11) at 4 °C. The next day, after PBS washing, the slides were stained with Goat pAb to Ms IgG AF555 secondary Ab (Abcam, Waltham, MA, USA, Cat # AB150114) and mounted in Prolong Gold Antifade Mountant with DAPI (Invitrogen, Carlsbad, CA, USA, Cat #P36962) and imaged using the Nanozoomer (Hamamatsu Photonics, Hamamatsu, Japan).

### 4.8. Transmission Electron Microscopy (TEM)

Samples were processed as described previously [36]. Briefly, samples were washed in 0.1 M sodium cacodylate buffer (wash buffer) several times after fixation. Prior to embedding, tissue was dehydrated in gradient alcohol series. Semithin sections (0.5 μm) were cut for staining with Toluidine Blue. Ultrathin sections (80 nm) were cut for TEM imaging on uncoated 100-mesh copper grids or slots and examined using a transmission electron microscope (Philips, Eindhoven, Netherlands).

Tissue samples were mounted onto the microscope stage, and individual muscle fibers were scanned at a 700× magnification to identify regions with parallel alignment of mitochondria. The magnification was increased to 2750×, and 5–6 high-resolution images of the mitochondria were captured. This process was repeated for 3–4 distinct muscle fibers within the same tissue sample. In total, approximately 12–15 images were obtained at 2750×magnification for each sample. The mitochondrial area was outlined using Fiji [37] for all images, and the average per sample was calculated. Similar analysis was performed for damaged mitochondria. Damaged mitochondria were identified by changes to their ultrastructure, specifically if there was a break in the dark outer membrane and if they were swollen with white spacing present between cristae. The damaged mitochondrial area was normalized to the total mitochondrial area of each image. Image analysis was blinded between two individuals.

### 4.9. Statistics

For RNA sequencing analysis, differential gene expression was performed using De-Seq2 (version 1.4.1). Functional analysis was performed using the ClusterProfiler package with gene sets characterized by biological process, cellular component, molecular function, and Kyoto Encyclopedia of Genes and Genomes (KEGG) status. Significance is reported as an adjusted *p*-value < 0.05. For all time points in Figure 3, *N* = 4–6 mice, and one-way ANOVA with Dunnett’s multiple comparison test was performed. For all other analyses, Student’s *t*-tests were performed in GraphPad Prism version 9.4.1 [Wi or macOS] (GraphPad Software, Boston, MA, USA) when comparing the control to the PBMT-treated group, and *p* < 0.05 was considered statistically significant. All data is reported as mean ± SD.

## Figures and Tables

**Figure 1:**
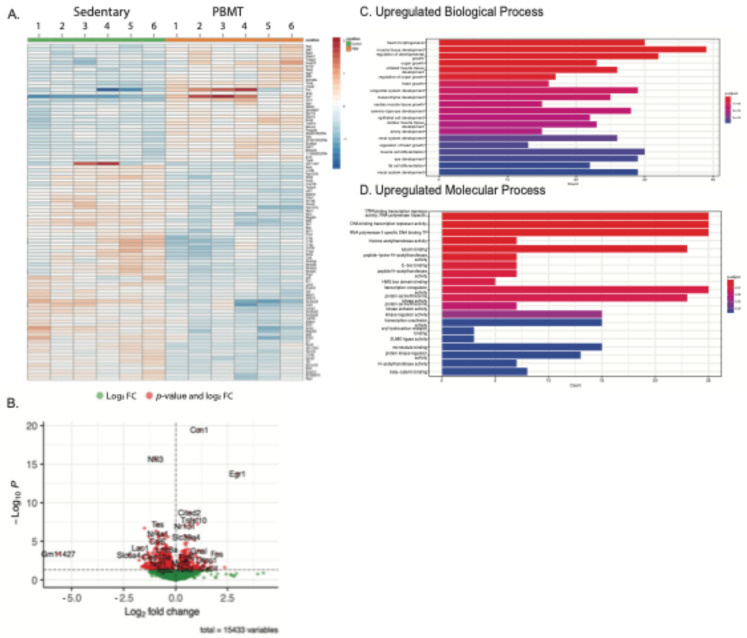
Upregulation of developmentally specific genes in PBMT sedentary TA muscle. (**A**) After 24 h, sedentary PBMT-treated and control mice tissue showed significant increases in genes expressed in muscle repair (i.e., *Fos*, *Egr1*, and *CCN1*). The heatmap shows the top 100 significant genes in six control and six PBMT-treated TA tissue. Upregulated genes are shown in red and downregulated genes in blue. (**B**) Volcano plot representing differential genes expressed in PBMT. *Fos* was significantly upregulated by 2-fold and *Egr1* by a greater than 2-fold expression. (**C**) Upregulated biological processes, including ~40 genes of specific interest in muscle tissue development. (**D**) Upregulated molecular processes, including ~25 genes of specific interest in transcription activity and gene regulation.

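On the linear scale, expression of Fos in sedentary PBMT-treated muscle was 3.99-fold that of controls, and that of Egr1 was 7.89-fold. The corresponding values with DESeq2 were 3.97-fold for Fos, with an adjusted p of 0.0756, and 7.88-fold for Egr1, with an adjusted p of 8.05e-11.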

**Figure 2:**
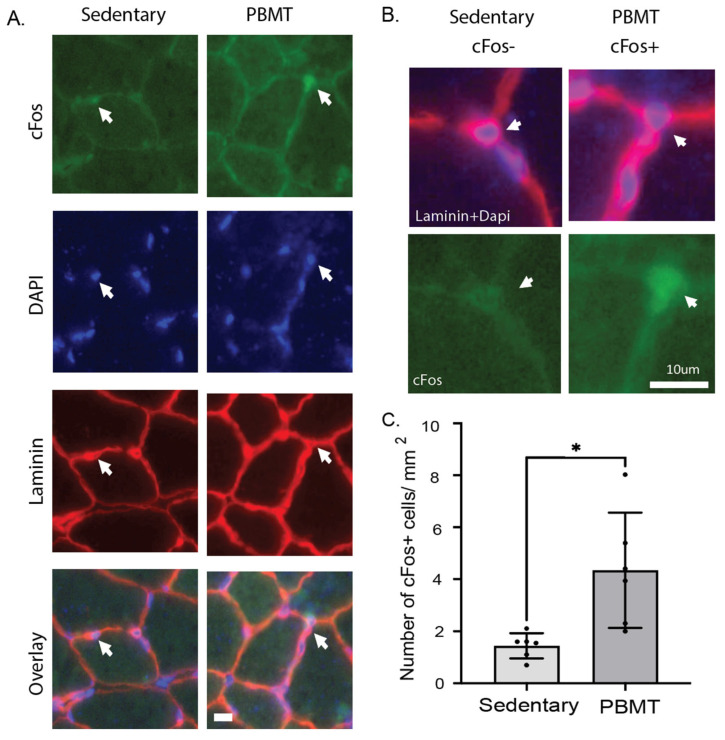
cFOS is upregulated in cells surrounding myofiber in PBMT-treated muscle. (**A**) Muscle tissue sections were stained for laminin (red), nuclei (blue), and cFOS (green). Non-myofiber cells were identified by a laminin border surrounding a nucleus. cFos+ cells are indicated by a white arrow. (**B**) A cFos- cell is represented for sedentary tissue with a low signal for cFos immunostaining, and a cFos+ cell with an increased signal is shown for PBMT-treated tissue. (**C**) The number of cFos-positive cells was counted for the entire TA 10 µm cross section. *N* = 6; * *p*-value < 0.05. Scale bar represents 10 μm.

**Figure 3:**
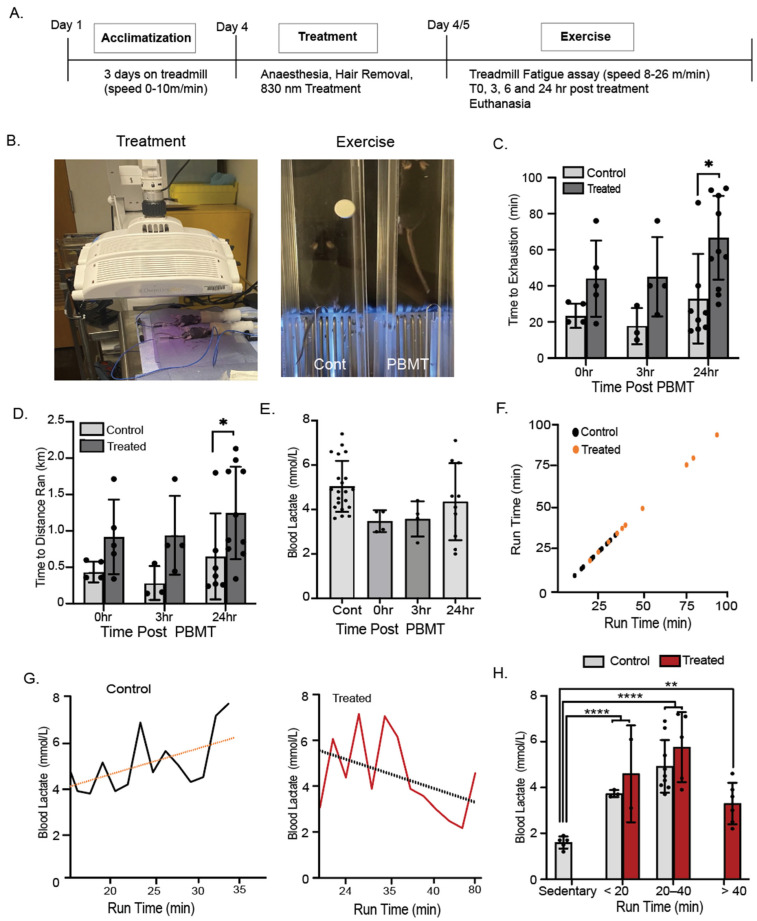
The 830 nm-treated mice showed increased muscle performance. (**A**) Schematic of study timeline. Briefly, following an acclimatization period, mice were treated with 830 nm irradiation on Day 4. A treadmill fatigue assay was performed at time points 0, 3, and 24 h post-PBMT treatment. (**B**) The LED setup used for treatment. Mice were anesthetized, and the hair from their lower limbs was removed by shaving/hair removal cream. Mice were treated with the OmniLux panels (Omnilux Medical, Napa, CA, USA) a 25 mW/cm^2^ for 20 min (30 J/cm^2^). At the designated time points, mice underwent a treadmill fatigue test in which they ran until exhaustion. A representative image of mice running on a treadmill is shown, in which the control mouse ran lower in the lane and was closer to the shock grid when compared with the behavior of the treated mouse. Immediately after capturing this image, the control mouse was removed from the lane, and the treated mouse was allowed to run until it was exhausted. (**C**) At all tested time points, treated mice ran for longer, on average about 1 h, whereas the controls ran about 30 min. (**D**) PBMT-treated mice ran three times the distance of that of the controls. (**E**) Lactate levels in blood were immediately tested after removal of the mouse from the treadmill. Even though the treated mice ran twice as long, the lactate levels were reduced for 0 and 3 h and were similar to those of the control mice for 24 h post-treatment. (**F**) Treated mice were the only group to run longer than 35 min. (**G**) Lactate levels in blood increase with run time in controls, whereas they decline with PBMT treatment. (**H**) Mice were grouped according to run times of <20 min, 20–40 min, and >40 min. Blood lactate was significantly higher for all running groups when compared to the levels for sedentary mice. *N* = 6–10 per group; * *p*-value < 0.05, ** *p*-value < 0.01, **** *p*-value < 0.0001.

**Figure 4:**
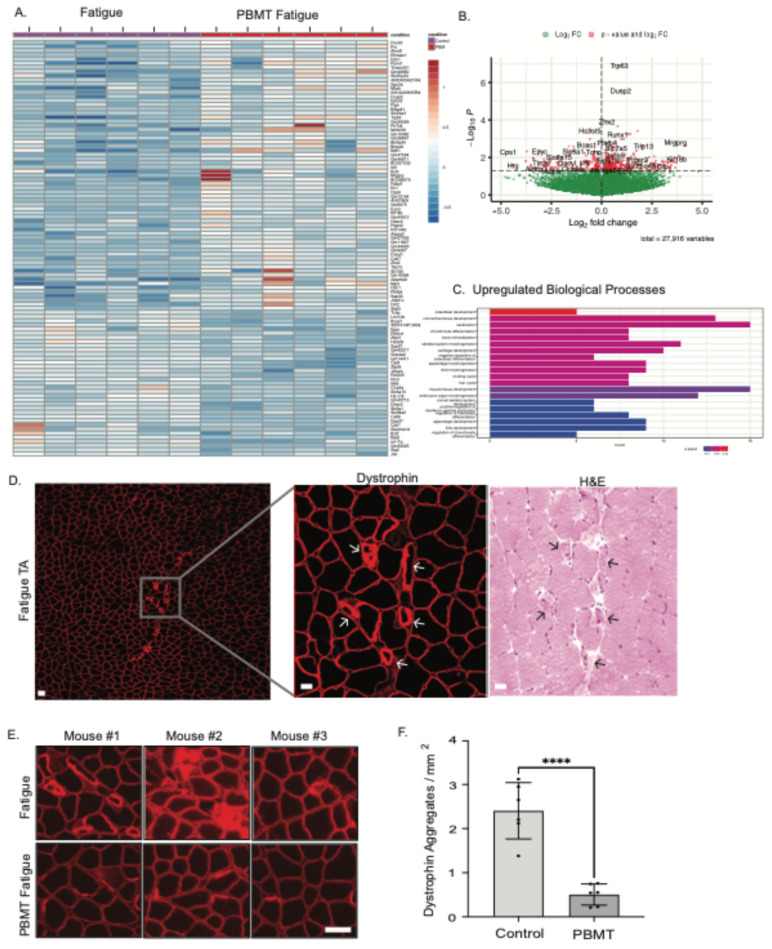
Upregulation of tissue-development genes and attenuation of injury in PBMT fatigued TA. (**A**) Treated and control mice ran on the treadmill until exhaustion, for variable run durations, starting 24 h after PBMT treatment. TA tissue was collected after the fatigue run, and samples were sequenced for RNA. (**B**) Volcano plot depicting top genes, *Trp63*, *Dusp2,* and *Mrgprg*, that are upregulated in acute exercise, involving pain and nerve excitability. (**C**) Biological processes involved in tissue morphogenesis that were upregulated in PBMT-treated TA muscle. Upregulation of ~15 genes in ossification and ~15 genes in muscle tissue development. (**D**) TA fatigued muscle was isolated for histology. Muscle fiber structure was immunostained for dystrophin, a structural protein integral for fiber morphology. Representative dystrophin and H&E staining of consecutive slides. Arrows indicate the same fiber. (**E**) Fatigued muscle fibers showed mild disruption of fiber structure, as seen by dystrophin aggregates, indicating injury which was absent in PBMT-treated muscle. Three representative mice are shown. (**F**) Dystrophin aggregates were counted in the entire TA tissue section for fatigued (control) and PBMT fatigued mice. *N* = 6 mice per group; **** *p*-value < 0.0001. Scale bar represents 50 μm.

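Mrgprg, on chromosome 7 from 143763710 to 143766993, had too few counts to pass the filter in fatigued muscle, with 9 counts in the 6 controls together and 123 in the 6 PBMT-treated mice. Of those 123 counts, 103 came from PBMT replicate 5 and 15 from PBMT replicate 3 (exact permutation test, two-sided p = 0.271, n = 6 per group). DESeq2, which tested it, gave a log2 fold change of 3.68 (standard error 1.16) and an adjusted p of 0.9998. Further genes labelled in Figure 4B also fell below the filter, among them Cps1 with 55 counts in controls and 2 with PBMT. Of the Cps1 counts in controls, 44 came from control replicate 5, which also held 845 counts of the liver gene Alb. Trip13 had 9 counts in controls and 37 with PBMT, and 6 of 6 PBMT-treated mice lay above the highest control (exact permutation test, two-sided p = 0.00216, the smallest possible), with a DESeq2 adjusted p of 0.9998. Among labelled genes that passed the filter, Zhx2 was higher by 0.27 on the log2 scale with an unadjusted edgeR p of 8.44e-04, and Hs3st5 fell by 0.57 with an unadjusted edgeR p of 0.00237.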

**Figure 5:**
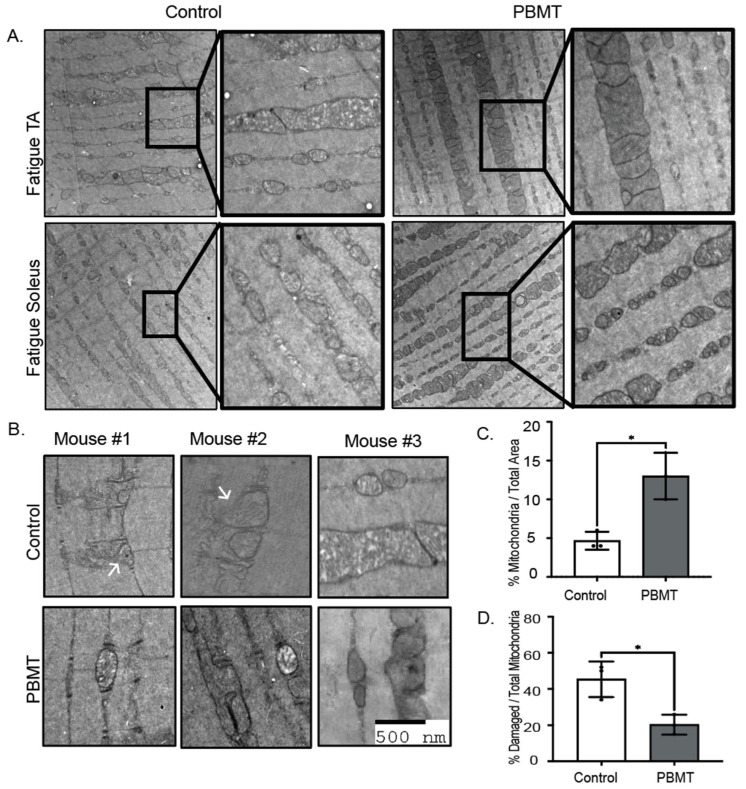
Mitochondrial morphology in fatigued and PBMT fatigued TA. (**A**) After the mice underwent a fatigue run, 24 h post-PBMT treatment, they were euthanized, and TA and soleus tissue was collected for transmission electron microscopy. Longitudinal sections were imaged from three fatigued and three PBMT fatigued mice for each muscle group. Zoomed in panels focus on mitochondrial morphology in control and PBMT groups. (**B**) Higher magnifications of TA muscle are represented to visualize mitochondrial structure. Mitochondria in fatigued mice displayed membrane rupturing (white arrows), and mitochondrial morphology was also swollen where white spacing was present between the mitochondrial cristae. Mitochondria in PBMT-treated mice showed fewer swollen mitochondria, with an abundance of electron-dense mitochondria and with a more fused elongated morphology. (**C**) Quantification of mitochondrial areas in the TEM images obtained from control and PBMT fatigued individuals. Mitochondria were outlined using ImageJ (https://imagej.net/ij/), and total mitochondrial area per image was measured. Images were captured at 2750× magnification. (**D**) Number of damaged mitochondria (as shown in (**B**)) were counted using ImageJ for control and PBMT fatigued TA. *N* = 3 mice per group; *N* = 10–15 muscle fiber per mouse. * *p*-value < 0.05. Scale bar denoted 500 nm.

**Table 1:** Specification of Omnilux Plus LED device modified from Omnilux Medical User Guide, Photo Therapeutics Limited.

Total Output Power	30 +/− 5 W
Output Intensity	55 mW/cm^2^
Output Wavelength	830 +/− 5 nm
Bandwidth	30 nm +/− 5 nm
Lamp Type	LED
Lamp Input Power	500 VA
Input Line Voltage	90 V–250 V
Fuse	T6.3A Ceramic
Input Line Frequency	50/60 Hz +/− 5%
Weight	12 Kg
Dimensions (H × W × D)	370/180/490 mm
Dimensions of LED Head Overall (L × W)	315 × 350 mm
Dimensions of LED Head Active Area (L × W)	150 × 350 mm
Dimensions of single LED Area (L × W)	75 × 70 mm

**Table 2:** Treadmill protocols for acclimatization and treadmill fatigue test.

Acclimatization		Treadmill Fatigue Test	
Time (min)	Speed (m/min)	Time (min)	Speed (m/min)
3	0	1	5
1	2.5	1	8
1	5	1	10
1	7.5	1	12
10	10	1	14
		5	16
		25	18
		15	20
		15	22
		15	24
		40	26

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus repository, [GEO Accession number: GSE297318]. All data generated or analyzed during this study are included in this published article.

## Abbreviations

The following abbreviations are used in this manuscript:

AP-1	Activator Protein 1
BSA	Bovine Serum Albumin
CCN1	Cellular Communication Network Factor 1
COX	Cytochrome c Oxidase
DAPI	4′,6-diamidino-2-phenylindole
DUSP	Dual Specificity Phosphatase
Egr1	Early Growth Response 1 Factor
cFos	Cellular Fos (Protein of Fos Gene)
GO	Gene Ontology
KEGG	Kyoto Encyclopedia of Genes and Genomes
LED	Light Emitting Diode
MAPK	Mitogen-Activated Protein Kinase
MKP	MAPK Phosphatase
Ms	Mouse (used in antibody naming, e.g., Ms IgG)
NIR	Near-Infrared
O.C.T.	Optimal Cutting Temperature (compound)
PBMT/PBMT	Photobiomodulation (therapy)
PBS	Phosphate Buffered Saline
RIN	RNA Integrity Number
RNA-Seq	RNA Sequencing
TA	Tibialis Anterior (muscle)
TEM	Transmission Electron Microscopy

How the deposited data were processed for this re-analysis (not part of the article)

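RNA from the TA muscle of 24 mice was analysed, 6 in each of 4 groups: sedentary control, sedentary PBMT, fatigued control and fatigued PBMT. The groups, the 830 nm dose and the 24 h between PBMT and dissection were taken from the sample labels and the paper's methods. The sedentary and the fatigued mice were sequenced as separate projects.

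As deposited by the authors, the values are whole-number counts of reads per gene for each mouse, made from poly(A)-selected, directional, paired-end libraries, with no normalization and no pooling of mice. The aligner, the counting tool, the strand setting, the genome build and the annotation are not named in the paper's text or the labels. Of the 55487 Ensembl identifiers listed, 55141 matched an entry of GENCODE M21 (GRCm38), from which gene symbols, coordinates, transcript lengths and GC content were taken. Whether the authors used the same build is not known, so coordinates are those of GENCODE. Within each group, no pair of mice had the same counts up to sampling noise. Pairs of mice from different groups were not compared.

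Total counts per mouse ran from 43271093 to 52775844 in the sedentary project and from 53122528 to 68726155 in the fatigued project. Counting error is therefore small for most genes tested, and the spread between mice sets the precision. Genes below the filter are reported as counts, except Bglap, Sp7, Dmp1 and the sum of the keratinocyte list, which are given in CPM. Mrgprg and Trip13 are also given with DESeq2, which tested them, and by permutation, and Mrgprg with edgeR and no filter.

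Each comparison of PBMT with control was fitted within its project in R 4.3.3 with edgeR 4.0.16: TMM normalization, filterByExpr with its minimum count of 10, robust quasi-likelihood fits and tests, and Benjamini-Hochberg adjustment at 0.05 over all genes tested. CPM values and their logarithms used TMM-normalized totals, with a prior count of 2 on the log2 scale. The difference between the PBMT effects in fatigued and sedentary muscle was tested in a fit to all 24 mice. Single genes and distances between mice were also tested by exact permutation of 6 mice against 6 (924 arrangements, two-sided, smallest p = 0.00216). The test was tested on simulated data with 200 changed genes at each of 3 sizes of change. Distance is the root mean square difference of a mouse from the mean of its group in log2 CPM.

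The genes named in the text are those that the paper names in its text or legends or labels legibly in Figure 1B or Figure 4B. To these were added in each comparison up to 5 called genes with the largest rise and 5 with the largest fall among genes whose groups do not overlap, the members of gene lists where a list test is reported, and the shared genes. Genes named outside this rule are Ifi205, Krt1, Krt5, Krt14, Alb and the further marker and clock genes of the closing section, which were chosen after their values were seen.

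Gene Ontology terms were not used here. In their place, 21 gene lists were written from general knowledge: clock genes that peak with Bmal1, clock genes that peak opposite to Bmal1, immediate early genes, heat shock, satellite cell and myogenic, interstitial mesenchymal cell, muscle development, osteoblast and skeletal development, skin keratinocyte, erythrocyte, tendon and cartilage, peripheral nerve, adipocyte, slow fiber, myeloid cell, liver, acute exercise response, dystrophin complex, nuclear-encoded respiratory chain, mitochondrially encoded, and transcription factor families. They were tested with camera from limma 3.58.1 (preset correlation 0.01, voom log2 values), with adjustment over all lists and both comparisons, and over-representation was tested with a one-sided Fisher exact test among the genes tested and with 10000 random lists matched on transcript length and expression.

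The alternatives were no filter, at least 10 counts in every sample, the size factors of DESeq2, DESeq2 1.42.0 with its defaults or on the filtered genes, limma voom with sample quality weights, unadjusted p-values, a minimum log2 fold change of 1, all 24 samples in a single model, the replicate number as a block, removal of trends on GC content or transcript length (loess, span 0.3), fry or an estimated correlation for lists, and leaving out each mouse in turn. To see how often other groupings give as much, 100 of the 462 distinct splits of the 12 mice of a comparison were drawn with a fixed seed, the real split included, and 40 for DESeq2. Immunostaining, histology, electron microscopy, treadmill and lactate data were not analysed here.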

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

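The search of the mitochondrially encoded share, the tests of length and GC trends, library size, mitochondrially encoded, adipocyte and clock genes, and the permutations of the difference between projects, were chosen only after the results below were seen. In 54 groups of 6 mice, the total counts, the distances from the group and the log2 CPM of 18 of the genes named by the rule for named genes or in a list were searched for a mouse set apart from the rest (gap to the nearest mouse over 0.625 of the range). Chance gives about 1 in 20 such groups, or 2.7 of 54, and 3 were found, so that none stands out by number alone. Other genes named, among them those below the filter, were not searched.

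Sedentary control replicate 4 lay 0.470 from the mean profile of its group, where the other controls lay at 0.259 to 0.297. Mitochondrially encoded RNA made up 3.24% of its counts and 13.8% to 17.1% in the other sedentary mice, a gap of 0.896 of the range of the controls. Against the other controls, its 13 mitochondrially encoded genes were lower by a median log2 difference of -2.46, 7 of 7 adipocyte genes were higher (median 0.90), 5 of 5 erythrocyte genes were higher (0.69) and myeloid genes were lower (-0.67, with 2 of 12 higher). Removing trends on transcript length and GC content left the distance at 0.393 (the largest other control was then 0.284), so that those trends are not the whole cause. Thinning every library to the lowest total left 0.464. The total of this mouse, 44965144 counts, lay within the range of the other controls, so library size did not set it apart. Leaving out the mitochondrially encoded genes left 0.466. That test cannot decide, because 13 genes among the 14177 tested can move this distance only a little. What lowered the mitochondrially encoded RNA may also have set this mouse apart. Adipose tissue in the sample was tested in 2 ways. The first test met its prediction: among the controls 4 of the 7 adipocyte genes, which all pass the filter in this muscle, were highest in this mouse, Cfd among them at 24.1 CPM. Adipoq was not, at 4.29 CPM against 5.11 CPM in control replicate 1. The second test was added after that result and after the levels in each mouse were seen, and its prediction was not met. PBMT replicate 4 had more adipocyte RNA (42.1 against 39.5 CPM over the list) and lay only 0.260 from its group. PBMT replicate 6 also had more, at 42.8 CPM, and lay 0.321 from its group, where only PBMT replicate 2 lay farther. Adipose tissue may be present, but the second test argues against it as the whole cause of the distance. Handling of the tissue or RNA, or a wrong label, stays open and untested. The design names no condition that sets this mouse apart, so no biological explanation was tested. Without it 18 genes were called in sedentary muscle rather than 4, and the mitochondrially encoded list, higher with PBMT in 13 of 13 genes, lost its call (adjusted p = 0.433). That list also lost its call without PBMT replicate 2 (adjusted p = 0.0906).

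Runx1 was low in fatigued PBMT replicate 2, at a log2 CPM of 1.89 against 2.92 to 3.20 in the other PBMT-treated mice. With trends on transcript length and GC content removed the gap was 0.907 of the range, which argues against those trends. Without this mouse the log2 fold change of Runx1 was 0.94 (adjusted p = 0.821) instead of 0.80 (adjusted p = 0.9998), and its adjusted p over all alternatives ran from 0.821 to 1.00. Run times, which differ between mice, were not analysed here, so no biological explanation was tested.

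Smad3 was high in sedentary PBMT replicate 3, at a log2 CPM of 6.63 against 6.41 to 6.49 in the other PBMT-treated mice. With the same trends removed the gap was 0.777 of the range, so that those trends do not account for it. Without this mouse the log2 fold change of Smad3 in sedentary muscle was -0.23, and -0.20 with it. No biological explanation was tested.

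Nfil3 differed between the projects in its change with PBMT. It fell by 0.96 on the log2 scale in sedentary muscle (6 of 6 PBMT-treated mice below the lowest control) and was higher by 0.14 in fatigued muscle, from 58.6 ± 6.20 to 64.7 ± 11.8 CPM (SD, n = 6 each), with 3 of 6 mice above the highest control. The difference of 1.11 (standard error 0.161, edgeR adjusted p = 0.00370) was between 1.05 and 1.19 when each mouse was left out, with an adjusted p from 5.19e-04 to 0.0193. In 6 of 100 permutations of PBMT and control within the projects, the real grouping included, as many genes were called, so that a single call is not rare by chance. With trends on transcript length and GC content removed the difference was 1.02 (standard error 0.192) and its adjusted p 0.119, the highest over all alternatives (lowest 2.46e-06), so that such trends may contribute to the call, although the difference itself moved by less than its standard error. Exercise is the biological explanation that the design offers. A difference in the time of day at collection would move other clock genes too, and only 1 of the 15 others had an unadjusted p under 0.05 for the difference, about as many as chance gives, which speaks against it. It is not excluded, because that 1 gene, Nr1d1, differed in the opposite direction to Nfil3 (-0.41, edgeR unadjusted p = 0.0230), as a gene that peaks opposite to it would, and collection times are not in the labels. Exercise cannot be told apart from other differences between the projects that act on PBMT-treated and control mice unequally.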

How the results depend on the processing

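The main tests, the gene lists, the rule for named genes and most alternatives were chosen before the data were examined. The corrections for transcript length (alone, with GC content, and in the list and difference tests), the list tests and distances that each left out a mouse and the over-representation counts from DESeq2 were chosen after the data were seen. Each alternative changed 1 choice unless 2 are named together.

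In sedentary muscle 4 genes were called, and the same 4 with at least 10 counts in every sample and with DESeq2 size factors. The number was 16 with no filter (3 of the 4 among them), 60 with DESeq2 defaults, 62 with DESeq2 on the filtered genes, 50 with limma voom and sample quality weights, 16 with GC correction, 12 with length correction and 16 with length and GC correction, and each of these last 6 settings called the 4 genes again. With all 24 samples in a single model 1 gene, Nfil3, was called. The cause of these changes was not tested. Requiring a log2 fold change of at least 1 left 2 genes, and unadjusted p-values gave 1082 genes with edgeR and 1388 with DESeq2, by construction. From 2 to 20 genes were called across the 12 fits that each left out a mouse: 20 without PBMT replicate 5, 18 without control replicate 4, 10 without PBMT replicate 2, 7 without PBMT replicate 4, and 2 without control replicate 1, 2 or 6. Nfil3 was called under all adjusted alternatives without a minimum fold change (adjusted p from 8.09e-13 to 0.0180). Ccn1 was lost only with all 24 samples (highest adjusted p = 0.116). Egr1 and Cited2 were lost in several, with adjusted p-values up to 0.177 and 0.389.

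In fatigued muscle 0 genes were called (230 at an unadjusted p). The number was again 0 with no filter, at least 10 counts, DESeq2 size factors, voom, all 24 samples, the GC and length corrections, a minimum fold change and each mouse left out. It was 2 with DESeq2 defaults and 2 with DESeq2 on the filtered genes (Trp63 and Dusp2 in both), for a cause that was not tested, and 458 with unadjusted DESeq2 p-values.

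The labels give every group the replicate numbers 1 to 6, and neither the labels nor the paper's text say that a number marks a shared session or litter. After group means were removed, same-numbered control and PBMT-treated mice correlated across genes by -0.0859 to 0.0843 in sedentary muscle (0 of 6 above 0.1) and by -0.103 to 0.342 in fatigued muscle (4 of 6 above 0.1). Because not every pair was above 0.1, the mice were not treated as paired, although the paper states that control mice were present in each treadmill test and shared sessions are not excluded for fatigued muscle. With a replicate block, 11 genes were called in sedentary muscle, Fos among them (adjusted p = 0.0374, against 0.0374 to 0.659 over its alternatives), and 1 in fatigued muscle, Trp63. With the replicate block and GC correction the numbers were 11 and 1. The cause of these changes was not tested.

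Genes shared by both comparisons numbered 0 with adjusted p-values, in any direction or with DESeq2, and 11 (edgeR) or 15 (DESeq2) in the same direction with unadjusted p-values, by construction. The test of the difference between fatigued and sedentary muscle called 1 gene, Nfil3, also with DESeq2, its size factors and the replicate block, and from 1 to 3 genes when each mouse was left out (3 without sedentary PBMT replicate 2). With length and GC correction the 1 gene called was Ifi205, not Nfil3.

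List calls depended on the test. With the correlation estimated, 0 lists were called in sedentary and 0 in fatigued muscle, and with fry again 0 and 0, where camera with its preset correlation called 7 and 8. The adjusted p for an estimated correlation and for fry was 0.236 and 0.0991 for muscle development in sedentary muscle, 0.409 and 0.383 for transcription factor families, 0.409 and 0.607 for osteoblast and skeletal development in fatigued muscle, and 0.429 and 0.607 for muscle development there. With fry after length and GC correction, 1 list was called in sedentary muscle (muscle development, adjusted p = 0.0336) and 0 in fatigued muscle, and the other 3 had 0.494, 0.543 and 0.872. A higher correlation between the genes of a list widens these tests by construction. With DESeq2 size factors, the replicate block and the corrections under camera, these 4 list calls were unchanged. When each mouse was left out, muscle development in fatigued muscle ran from 0.00304 to 0.210 (highest without control replicate 5) and lost its call in 5 of 12 fits, while the other 3 kept theirs.

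List genes called higher rose in number with unadjusted p-values, by construction. With edgeR and with DESeq2 they were 9 and 9 for muscle development, 1 and 1 for osteoblast and skeletal development and 53 and 57 for transcription factor families in sedentary muscle, and 2 and 5, 5 and 6, and 11 and 15 in fatigued muscle.

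The difference in spread between PBMT-treated and control mice reversed in sedentary muscle over the 100 genes with the smallest p (0.0596) and passed its test in fatigued muscle over such genes (0.0544), which are chosen on the same mice. It kept its direction with DESeq2 size factors and with at least 10 counts. Across the fits that each left out a mouse it ran from -0.0346 to 0.0223 in sedentary muscle, where it reversed only without control replicate 4, and from -0.00339 to 0.0448 in fatigued muscle, where it reversed only without PBMT replicate 5. None of these passed the test. Among named genes, 686 results under an alternative kept their direction and side of the threshold, 18 became weaker and 60 stronger. The 1 that reversed was Fos in fatigued muscle, with a log2 fold change from -0.25 (without PBMT replicate 3) to 1.00 (without control replicate 6).

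In simulations the test recovered 59% of 1.5-fold changes in sedentary and 45.5% in fatigued muscle, so that smaller changes can be missed.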

Differences from the paper's values

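The alternatives in this part were set before the data were examined, except 3 kinds chosen after the data were seen: the distances with each mouse left out, genes shared in either direction at an unadjusted p, and the corrections for transcript length, alone and with GC content, which the ranges over the alternatives include. For sedentary muscle the paper gives 586 upregulated genes, where 3 were found at an adjusted p under 0.05 with edgeR. The paper's 802 downregulated genes compare with 1. With unadjusted p-values from DESeq2 at its defaults the numbers were 586 and 802, equal to the paper's, and with unadjusted p-values from edgeR they were 472 and 610, within 1.5 times of the paper's. The other alternatives did not come near: they gave from 0 to 24 upregulated and from 0 to 38 downregulated genes, DESeq2 at its adjusted threshold among them (22 and 38). The paper's methods name DESeq2 and state an adjusted p-value as the threshold.

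For fatigued muscle the paper gives 302 upregulated genes, where 0 were found (157 at an unadjusted p), and 156 downregulated genes, where 0 were found (73 at an unadjusted p). With unadjusted p-values from DESeq2 the numbers were 302 and 156, equal to the paper's. Unadjusted p-values from edgeR did not reach them, and the other alternatives gave from 0 to 2 upregulated and 0 downregulated genes.

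The paper gives about 69 genes similar between PBMT-treated sedentary and exercised muscle, where 0 were shared at an adjusted p. The paper's text does not say how it counted them, so the measures may be unlike. None of the alternatives set before the data were examined gave 69: unadjusted p-values gave 11 genes in the same direction with edgeR and 15 with DESeq2, and the others gave 0. Counted in either direction, 25 and 34 genes were shared at an unadjusted p.

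For Fos in sedentary muscle the paper gives a 2-fold rise, where 3.99-fold was found, which is 2.00 on the log2 scale.

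The paper calls Fos significantly higher in sedentary muscle. Its edgeR adjusted p was 0.349, with 6 of 6 PBMT-treated mice above the control mean, and over its alternatives the adjusted p ran from 0.0374 to 0.659. Only the replicate block called it at the adjusted threshold, and unadjusted p-values of edgeR (0.00347) and DESeq2 (4.09e-04) were under 0.05.

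The paper calls Bmal1, Smad3 and Dusp4 significantly upregulated, after describing genes with similar expression in sedentary and exercised PBMT-treated muscle. It does not say in which comparison each was tested. Smad3 was lower in sedentary muscle (log2 fold change -0.20, 6 of 6 PBMT-treated mice below the control mean, adjusted p 0.639, from 0.183 to 0.874 over the alternatives) and higher in fatigued muscle (adjusted p 0.9998, from 0.865 to 1.00). Both were under an unadjusted p of 0.05 with edgeR and with DESeq2. Bmal1 in sedentary muscle had an adjusted p of 0.144 (from 0.00703 to 0.595 over the alternatives) and was called by DESeq2 at its defaults (0.00703) and on the filtered genes (0.00767), and with unadjusted p-values of edgeR. In fatigued muscle only the unadjusted p of DESeq2 called it (0.0361). Dusp4 had an adjusted p of 0.349 in sedentary and 0.9998 in fatigued muscle, and was called only with unadjusted p-values in sedentary muscle.

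The paper calls Trp63, Dusp2, Mrgprg, Sox9 and Smad3 upregulated in fatigued muscle. All 5 were higher here. With edgeR none had an adjusted p under 0.05, and Mrgprg, below the filter, was tested only with no filter (unadjusted p = 0.0229, adjusted p = 0.865). DESeq2, at its defaults and on the filtered genes, called Trp63 (0.00352 and 0.00190) and Dusp2 (0.0387 and 0.0392), and Trp63 was also called with the replicate block, alone and with GC correction. At an unadjusted p, DESeq2 called all 5, with 0.00156 for Mrgprg, 0.0497 for Sox9 and 0.0415 for Smad3, and edgeR called Trp63, Dusp2 and Smad3.

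The paper finds a larger variability with PBMT in fatigued muscle. The distance of mice from their group was larger by 0.0290 over all genes (exact permutation test, two-sided p = 0.422), and by 0.0448 at most and -0.00339 at least when each mouse was left out, which was tried after the data were seen. It passed the test only over the 100 genes with the smallest p (0.0544, exact permutation test, two-sided p = 0.00216, the smallest possible). For its heatmap of 100 genes, the paper describes a consistent response of specific genes in both sedentary groups. Control replicate 4 lay apart over all genes tested, which is a wider set. Over the 100 genes with the smallest p it lay at 0.401, against 0.198 to 0.286 in the other controls.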

Other observations

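The camera, fry and estimated-correlation tests of the gene lists and the gene tests were planned. So were the splits of the mice for the numbers of genes called with edgeR at an adjusted p. The use of the clock, heat shock and keratinocyte genes against time of day, heating and skin was planned too. Krt1, Krt5 and Krt14, counted below, and the further clock genes named were chosen after their values were seen. The other splits, the fits that left out a mouse for a list, and the tests of library size, length and GC trends, bone and liver were chosen only after the results were seen.

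In sedentary muscle, 2 of 100 splits of the 12 mice, the real split included, gave as many as 4 called genes (median of the others 0, highest 32), so that the number called is unlikely to come from the grouping of the mice alone. With DESeq2, 1 of 40 splits, the real split, gave as many as 60 genes at an adjusted p. At unadjusted p-values the numbers were less unusual: 11 of 100 splits gave as many as 1082 genes with edgeR (median of the others 489, highest 2109), and 5 of 40 as many as 1388 with DESeq2 (median 717). Groups that do not overlap were as frequent in 6 of 100 splits (72 genes, or 0.508%, where chance gives 0.216%). A camera p as small was reached in 1 of 100 splits for muscle development, the real split, in 5 for transcription factor families and in 21 for the respiratory chain, and as many as 7 lists were called in 41 of 100.

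In fatigued muscle the real split gave 0 called genes (230 at an unadjusted p), so that all 100 of 100 splits give at least as many and that count decides nothing. At an unadjusted p, 95 of 100 gave as many (median 592). Groups that do not overlap were as frequent in 99 of 100 splits (5 genes, or 0.0343%, where chance gives 0.216%). With DESeq2, 35 of 40 splits gave as many as 458 genes at an unadjusted p and 17 of 40 as many as 2 at an adjusted p. As many as 8 lists were called in 40 of 100 splits. The camera p of the osteoblast list was as small in 5 of 100, and that of muscle development in 12 of 100. The larger spread with PBMT over the top 100 genes was as large in 43 of 100. For the genes shared at an unadjusted p, 43 of 100 pairs of splits shared as many as 11 in the same direction (median of the others 9, highest 225).

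Larger library totals with PBMT and trends with transcript length and GC content (Spearman rho with the log2 fold change 0.375 and -0.371 across genes in sedentary muscle, -0.00580 and 0.101 in fatigued muscle) might produce the calls in sedentary muscle. With every library thinned to the lowest total, 4 of the 4 genes were called again, and with both trends removed again 4 of 4, with log2 fold changes of 1.21 for Ccn1, 3.00 for Egr1, 0.73 for Cited2 and -0.90 for Nfil3, which argues against both as the cause. With both trends removed, muscle development kept an adjusted p of 3.97e-04, the respiratory chain 8.48e-04 and transcription factor families 0.00593. With no trend removed, the transcription factor set exceeded sets matched on length and expression but not on GC content (permutation p = 1e-04, the smallest possible). Over all genes tested the length trend was 0.325, and a trend as strong in either direction arose in 11 of 100 splits, the real split included. What is left open is PBMT itself, as a hypothesis, heating and time of day. Krt1, Krt5 and Krt14, which are abundant in skin, together had 105 counts in sedentary controls and 743 with PBMT. Of the latter, 581 came from PBMT replicate 4 and 159 from PBMT replicate 2. The other PBMT-treated mice had at most 2 such counts each, yet they lay beyond every control for all 4 called genes. For Ccn1 they had 34.8 to 57.4 CPM, against at most 23.7 CPM in controls. These values argue against skin in the dissected samples as the source of the 4 calls.

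If control and PBMT-treated mice were killed at different times of day, the clock lists with opposite peaks would move apart in sedentary muscle. The larger adjusted p of these lists was 0.339, with 3 of 5 genes that peak with Bmal1 higher and 8 of 11 that peak opposite lower, while Nfil3 fell and Nr1d1 rose. Time of day cannot be told apart from PBMT here, because the members go both ways and collection times are not in the labels. Heating during irradiation cannot be told apart either: the heat shock list did not pass (adjusted p = 0.808, 5 of 14 genes higher, median log2 fold change -0.02), but a brief response could be over 24 h later.

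Trp63 is abundant in skin, and skin in the dissected fatigued samples might raise it. Krt1, Krt5 and Krt14 together had 2 counts in the 6 fatigued PBMT-treated mice, and 143 in the controls, all of them in control replicate 2. The keratinocyte list summed to 5.68 ± 1.49 CPM in controls and 5.08 ± 0.786 CPM with PBMT (SD, n = 6 each, exact permutation test, two-sided p = 0.455), which argues against skin as the source. Only 3 of the 18 keratinocyte names pass the filter in this muscle.

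Bone genes were high in fatigued PBMT replicate 5. Bglap was at 8.02 CPM (0.451 at most in the other 11 fatigued mice), Sp7 at 2.75 (0.836), Dmp1 at 4.33 (0.405), Spp1 at 24.0 (12.7) and Col1a1 at 1441 (631), although Ibsp reached 24.0 CPM in another mouse and 4.04 here. Bone in the dissected sample is a candidate explanation: 21 of the 48 genes of the osteoblast and skeletal development list were highest in this mouse, where 4 would be expected. Of these names 40 pass the filter in this muscle, so they are not specific to bone. Without this mouse the list was still called in fatigued muscle, at an adjusted p of 0.0258 rather than 5.96e-04, so that bone in this sample is not the whole cause of the list's call. Its share in the call stays open. The design offers PBMT as a biological explanation, which was not tested apart from it.

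Cps1 and Hrg, labelled in Figure 4B as lower with PBMT, had 55 and 24 counts in fatigued controls and 2 and 0 with PBMT. Control replicate 5 held 44 and 14 of them, and control replicate 4 held 9 and 9. Liver RNA in those samples is a candidate explanation: 10 of 10 genes of a liver list were highest in control replicate 5 (1728 counts over the list, 845 of them Alb), with 304 counts in control replicate 4 (175 of them Alb) and at most 105 in the other fatigued mice. Only 2 of the 10 pass the filter in this muscle. Epyc had 57 counts in controls and 7 with PBMT, and was below the filter too.

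Further lists called by camera, none of which held with fry or an estimated correlation, were as follows. In sedentary muscle interstitial mesenchymal cell markers were lower (13 of 13 genes, median log2 fold change -0.25, adjusted p = 1.94e-04), as were myeloid cell markers (11 of 12, -0.62, adjusted p = 3.54e-07) and nuclear-encoded respiratory chain genes (79 of 85, -0.13, adjusted p = 1.67e-11). The dystrophin complex was higher (10 of 12, 0.14, adjusted p = 0.00431), as were mitochondrially encoded genes (13 of 13, 0.39, adjusted p = 0.0191), a call lost without control replicate 4 (adjusted p = 0.433) and without PBMT replicate 2. In fatigued muscle immediate early genes were higher (23 of 26, 0.20, adjusted p = 0.00322), as were acute exercise response genes (16 of 19, 0.22, adjusted p = 0.00322), clock genes that peak with Bmal1 (4 of 5, 0.13, adjusted p = 0.0152) and slow fiber genes (9 of 9, 0.15, adjusted p = 0.0284). Respiratory chain genes were lower (74 of 84, -0.05, adjusted p = 8.77e-06), as were peripheral nerve genes (9 of 9, -0.23, adjusted p = 0.0292). Without PBMT replicate 3 the adjusted p was 0.447 for immediate early and 0.168 for acute exercise response genes, and without PBMT replicate 5 it was 0.289 for the respiratory chain. Peripheral nerve and slow fiber lost their calls in 6 of 12 fits that each left out a mouse (up to 0.750 without control replicate 1, and 0.628 without control replicate 4), and clock genes in 3 (up to 0.0579 without PBMT replicate 6).

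The lists not called in sedentary muscle had adjusted p-values of 0.252 (immediate early, adipocyte and acute exercise response), 0.292 (peripheral nerve, slow fiber and clock genes that peak opposite to Bmal1), 0.339 (clock genes that peak with Bmal1), 0.705 (keratinocyte), 0.722 (satellite cell and myogenic), 0.761 (osteoblast and skeletal development), 0.775 (erythrocyte) and 0.808 (tendon and cartilage). In fatigued muscle they were 0.252 (myeloid cell, and tendon and cartilage), 0.292 (adipocyte and interstitial mesenchymal cell), 0.339 (clock genes that peak opposite to Bmal1), 0.357 (mitochondrially encoded), 0.601 (keratinocyte), 0.616 (heat shock), 0.655 (transcription factor families), 0.673 (erythrocyte), 0.808 (satellite cell and myogenic, and liver) and 0.950 (dystrophin complex). None of these had a median log2 fold change beyond the range from -0.39 to 0.43.

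Immediate early genes did not move together in sedentary muscle. Fos, Egr1 and Ccn1 were higher, while Nr4a1 fell by 0.85 on the log2 scale (6 of 6 PBMT-treated mice below the lowest control, adjusted p = 0.119), and Sik1 fell by 0.80 (5 of 6, adjusted p = 0.113). Of 25 such genes, 15 were higher and 10 lower. Among genes labelled in Figure 1B, Tes fell by 0.86 (6 of 6, edgeR adjusted p = 0.0638, from 1.23e-04 to 0.237 over the alternatives) and Lao1 by 1.68 (6 of 6, edgeR adjusted p = 0.296, from 0.0268 to 0.642). DESeq2 called both (adjusted p = 1.23e-04 and 0.0268). Slc6a4 (58 counts in controls, 13 with PBMT) and Gm11427 (276 and 6) were below the filter, and 163 and 107 of the Gm11427 counts came from control replicates 2 and 6.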
